# Heparin-Mimicking Polymer-Based In Vitro Platform Recapitulates In Vivo Muscle Atrophy Phenotypes

**DOI:** 10.3390/ijms22052488

**Published:** 2021-03-02

**Authors:** Hyunbum Kim, Ji Hoon Jeong, Mona Fendereski, Hyo-Shin Lee, Da Yeon Kang, Sung Sik Hur, Jhaleh Amirian, Yunhye Kim, Nghia Thi Pham, Nayoung Suh, Nathaniel Suk-Yeon Hwang, Seongho Ryu, Jeong Kyo Yoon, Yongsung Hwang

**Keywords:** synthetic mimic of heparin, poly(sodium-4-styrenesulfonate), myoblast, myogenic differentiation, fusion, focal adhesion kinase (FAK)

## Abstract

The cell–cell/cell–matrix interactions between myoblasts and their extracellular microenvironment have been shown to play a crucial role in the regulation of in vitro myogenic differentiation and in vivo skeletal muscle regeneration. In this study, by harnessing the heparin-mimicking polymer, poly(sodium-4-styrenesulfonate) (PSS), which has a negatively charged surface, we engineered an in vitro cell culture platform for the purpose of recapitulating in vivo muscle atrophy-like phenotypes. Our initial findings showed that heparin-mimicking moieties inhibited the fusion of mononucleated myoblasts into multinucleated myotubes, as indicated by the decreased gene and protein expression levels of myogenic factors, myotube fusion-related markers, and focal adhesion kinase (FAK). We further elucidated the underlying molecular mechanism via transcriptome analyses, observing that the insulin/PI3K/mTOR and Wnt signaling pathways were significantly downregulated by heparin-mimicking moieties through the inhibition of FAK/Cav3. Taken together, the easy-to-adapt heparin-mimicking polymer-based in vitro cell culture platform could be an attractive platform for potential applications in drug screening, providing clear readouts of changes in insulin/PI3K/mTOR and Wnt signaling pathways.

## 1. Introduction

Skeletal muscle, the largest organ in the human body, comprises approximately 40% of the total body mass of healthy individuals [1]. Due to the hierarchical structure of skeletal muscles and the intrinsic structure–function relationship between the skeletal muscle extracellular matrix (ECM) and skeletal muscle stem cells (skMSCs), cell–matrix interactions within skeletal muscle have been extensively investigated [2,3,4]. While bioengineered models for enhancing skeletal muscle function have been extensively developed and explored, there have been fewer advancements in the development of highly functional muscle atrophy-specific organ-on-a-chip models compared to in vivo muscle injury models [5,6]. 

Cell fusion and cell–matrix interactions within the microenvironment are considered key cellular processes that govern the formation and repair of skeletal muscle, in turn maintaining skeletal muscle homeostasis [7,8]. During this process, activated skMSCs fuse to form multinucleated myotubes, forming parallel bundle structures, which eventually comprise functional skeletal muscle tissue [9,10]. Therefore, it is critical to understand the molecular mechanism underlying myogenic commitment, fusion, and the maturation of activated skMSCs into fully functional myofibers, including the various signaling pathways involved. One way to explore these is through the use of an in vitro skeletal muscle-like drug screening platform [11].

The microenvironment surrounding skMSCs is known to trigger cellular responses, which alter various aspects of cellular function, including the cell adhesion, spreading, proliferation, and differentiation of skMSCs [12,13,14]. Similarly to the multitude of signaling cues, such as growth factors, small molecules, and hormones, direct regulation of stem cell fate also occurs in response to matrix stiffness, and thus the topographical features of cell culture substrates are considered important factors for the stimulation of signal transduction and subsequent cell lineage determination [15,16,17,18]. Molecular dynamics within focal adhesions have been shown to regulate cellular adhesion through integrins and the ECM, with these biomechanical signals being transmitted in a bidirectional manner [19,20]. In addition, physicochemical interactions between cells and their microenvironment consistently provoke intercellular signaling, in turn modulating gene expression and diverse signal transduction [21,22,23,24]. 

Previous studies have demonstrated the important roles of basic fibroblast growth factor (bFGF), a heparin-binding protein, in the regulation of skMSC proliferation and differentiation as well as its contribution to skeletal muscle homeostasis [25]. In addition, cell surface-bound heparin and heparin sulfate proteoglycans (HSPGs) have been proven as necessary for the modulation of EGF signaling and the determination of terminal myogenesis [26,27]. Previously, Sangaj et al. performed molecular docking simulations and reported that the soluble form of synthetic mimics of heparin, poly(sodium-4-styrenesulfonate) (PSS), could be thermodynamically favorable for binding bFGF in a manner equivalent to that of native heparin. Thus, the soluble form of PSS could sequester bFGF to promote myogenic differentiation [28]. 

In this study, we investigated whether a heparin-mimicking polymer-based cell culture substrate with a negatively charged surface could be further utilized as an in vitro platform for the regulation of cell adhesion-mediated myoblast functions, aiming to recapitulate in vivo muscle atrophy-like phenotypes. Additionally, through transcriptome profiling of cells cultured on various matrices, we further elucidated the underlying molecular mechanisms inducing the inhibition of mononucleated myoblast fusion into multinucleated myotubes.

## 2. Results

### 2.1. Characterization of the Physical Properties of GelMA-Based Hydrogels

Previously, numerous studies have demonstrated the potential roles of heparin-mimicking polymers in various biological applications in tissue engineering and regenerative medicine approaches [29,30]. In order to synthesize covalently photo-crosslinkable gelatin-based hydrogels, gelatin was initially methacrylated (GelMA), and GelMA was further co-polymerized with the synthetic heparin mimic, PSS, hereafter termed GelMA-PSS (Figure 1A,B). As shown in Figure 1C, the ^1^H nuclear magnetic resonance (^1^H-NMR) spectra revealed the characteristics peaks corresponding to vinyl protons observed at 5.978 and 5.845 ppm, indicative of the successful binding of methacrylate groups into gelatin. Furthermore, the ^1^H-NMR spectra at 1.783 ppm peak indicated that PSS was successfully co-polymerized with GelMA. To further confirm the synthesis of GelMA-PSS hydrogel, Fourier transform infrared spectroscopy (FTIR) analysis was performed on a pre-polymerized solution containing GelMA and PSS (Figure 1D). The transmittance of the gelatin solution alone showed an NH amine group and a C–O stretch at 1242 and 1148 cm^–1^, respectively. The percent transmittance of GelMA-specific peaks was reduced when the PSS solution volume was increased. Additionally, the FTIR spectrum of GelMA-PSS revealed an –SO_3_ stretch at 1186, 1043, and 1014 cm^–1^, exhibiting the successful co-polymerization of PSS into GelMA. 

Next, the GelMA and GelMA-PSS hydrogels were polymerized using redox initiators, and various mechanical properties, such as swelling ratios, Young’s modulus, and zeta-potential, were characterized. As shown in Figure 1E,F, the swelling ratios and Young’s modulus of both GelMA and GelMA-PSS were not significantly different, indicating that the incorporation of PSS into GelMA does not affect the mechanical properties of GelMA hydrogels. We further characterized the PSS-mediated negative charge distribution and its contribution to protein adsorption on the hydrogel surface via zeta-potential analysis and a fluorescein isothiocyanate (FITC)-conjugated bovine serum albumin (FITC-BSA) binding assay (Figure 1G,H). Zeta-potential analysis demonstrated that the anionic charge distribution of the GelMA hydrogel was −1.05 to −1.67 mV, whereas that of the GelMA-PSS hydrogel was −5.34 to −13.8 mV, suggesting that integration of the sulfonate functional groups of PSS into the GelMA hydrogel results in an additive anionic charge on its hydrogel surface. Additionally, the FITC-BSA binding assay revealed that due to the higher degree of negative charges on GelMA-PSS hydrogels, theses could adsorb a higher amount of FITC-BSA when compared to GelMA hydrogels at all time points. 

### 2.2. Effect of Heparin-Mimicking Matrix-Based Cues on the Initial Cell Adhesion and Proliferation of Myoblasts

To assess whether heparin-mimicking matrix-based cues could support cell adhesion and proliferation of murine myoblasts, c2c12 cells were seeded onto tissue culture plates (TCPs), GelMA, and GelMA-PSS hydrogels. As shown in Figure 2, our initial observation found that cells were able to adhere to all cell culture substrates and showed highly similar spindle cell morphology, evident by phase-contrast microscopy. Further, adhered c2c12 cells cultured on all groups reached confluence within 72 h, confirming that the anionic surface introduced by PSS did not have any detrimental effects on cell adhesion, spreading, and growth, which is in accordance with our previous report [30].

### 2.3. Inhibition of Myogenesis by Heparin-Mimicking Matrix-Based Cues 

Given the importance of matrix-based cues, including matrix stiffness, protein immobilization, and topographical features of cell culture substrates, with regard to cell adhesion, differentiation, as well as myoblast fusion [17,24,31], we examined whether heparin-mimicking matrix-based cues presented on the surface of GelMA-PSS hydrogels could affect the myogenic differentiation of c2c12 cells. Upon full confluence, myogenic differentiation was induced for up to 3 days using TCP, GelMA, and GelMA-PSS as cell culture substrates. Thereafter, myogenic potential was evaluated via qualitative polymerase chain reaction (qPCR), Western blot, and immunofluorescence staining. As shown in Figure 3A, the gene expression profiles of various myogenic markers revealed that cells cultured on both TCP and GelMA hydrogels could undergo robust myogenic differentiation, confirmed by upregulation of the late muscle-specific gene expression of *MyoG* and *MyHC* in a culture time-dependent manner. In contrast, cells cultured on GelMA-PSS hydrogels showed significantly decreased late myogenic marker expression when compared to the TCP and GelMA hydrogel groups. To further corroborate gene expression profiles, we evaluated the protein expression in cells cultured on TCP, GelMA, and GelMA-PSS hydrogels via Western blot analyses. Similarly to the qPCR results, cells cultured on TCP and GelMA hydrogels exhibited elevated protein levels of myogenic markers, such as MyoD, desmin, and MyHC. In contrast, cells cultured on GelMA-PSS produced significantly lower levels of the muscle-specific proteins desmin and MyHC (Figure 3B). 

Next, to determine the degree of myogenic differentiation as a function of culture time, c2c12 cells were cultured on TCP, GelMA, and GelMA-PSS hydrogels and induced to undergo myogenesis for 3 days. Their differentiation potential at each time point was immunohistologically assessed. At the early time point (day 1), cells cultured on both TCP and GelMA hydrogels showed that a few cells were stained positive for desmin, a muscle-specific intermediate filament, and MF20, a sarcomeric myosin heavy chain. Although these cells were initially mononucleated myoblasts on day 1, they were successfully fused to form multinucleated myotubes during days 2–3 (Figure 3C, left and right panels). On the other hand, cells cultured with heparin-mimicking matrix-based GelMA-PSS hydrogels were unable to form MF20-positive myoblasts on day 1 and underwent limited fusion of mononucleated myoblasts into multinucleated myotubes (Figure 3C, middle panel). 

To further validate results from the immunofluorescence staining, we quantified the extent of myogenic differentiation by calculating the differentiation index, determined by the ratio of MF20-positive cells to the total number of cells, as well as by the MF20-positive cellular area. Analyses for differentiation index and MF20-positive cellular area indicated that cells cultured on GelMA-PSS hydrogels had a significantly lower number of MF20-positive myoblasts with undoubtedly smaller myotube sizes (Figure 3D,E), when compared to cells cultured on TCP and GelMA hydrogels. In addition to the differentiation index, we also calculated the fusion index, defined as the ratio of myotubes having either 1, 2–6, 7–14, or >15 nuclei to the total number of MF20-positive cells. Fusion index calculation surprisingly revealed that cells cultured with heparin-mimicking matrix-based cues failed to facilitate fusion of mononucleated myoblasts into matured multinucleated myotubes (>15 nuclei, approximately 3%) until day 3 (Figure 3F). In contrast, during the 3 days of myogenic differentiation, cells cultured on TCP and GelMA hydrogels were able to fuse, forming fully matured multinucleated myotubes, and their fusion indices (>15 nuclei) dramatically increased as a function of culture time (~80% at day 3). No significant differences in MF20-positive area, differentiation, and fusion indices were observed between TCP and GelMA hydrogels. Taken together, these results suggest that the incorporation of PSS inhibits both the gene and protein expression of muscle-specific markers. More importantly, PSS culture restricts the fusion of mononucleated myoblasts into multinucleated myotubes through the cell-to-heparin-mimicking matrix interaction. 

### 2.4. Transcriptional Profiling Reveals the Suppression of Myogenesis-Related Genes by Heparin-Mimicking Polymers

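The RNA came from c2c12 cells, an immortalized line of mouse myoblasts that fuse into multinucleated myotubes after a change to myogenic induction medium. Cells were kept in this medium for 2 days on TCP, on GelMA hydrogels of 15% w/v methacrylated gelatin, or on GelMA-PSS hydrogels with 15% w/v GelMA and 1% w/v of the sulfonated polymer PSS, and 1 library was sequenced per substrate. No substrate has a second library, so no difference in expression between these libraries has a replicate check, and no p-value was computed for any gene. The methods name a TruSeq RNA kit and 101 bp strand-specific paired-end sequencing, whereas the sample labels name a SMARTER mRNA kit. The authors deposited raw counts per gene symbol, without normalization. The paper's text does not name the aligner, the counting tool, the genome build or the annotation. Summed over genes, the counts came to 119799095 for TCP, 87071144 for GelMA and 192171443 for GelMA-PSS, each above the number of reads per sample stated in the paper. In each library more genes were listed with a count of 2 than with a count of 1.

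Each library was scaled to CPM with TMM factors, and ratios were taken on the scale of log2(CPM + 1), which understates the change of genes with low counts. Genes with a CPM of 1 or more in at least 1 library were kept, which left 13169 genes. Across these genes the Spearman correlation was 0.990 between GelMA and TCP, 0.970 between GelMA-PSS and GelMA and 0.966 between GelMA-PSS and TCP. These correlations are across genes, which are not independent replicates. Gene positions and transcript lengths were taken from GENCODE vM21 on GRCm38 by matching symbols. The confidence intervals given for single genes are Wilson intervals that cover counting error only. If both reads of a pair were counted, which is not known, these intervals are too narrow.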

To elucidate the molecular mechanisms underlying the inhibition of myogenesis by heparin-mimicking matrix-based cues, we performed RNA sequencing (RNA-seq) analysis of cells cultured in myogenic induction medium on TCP, GelMA, and GelMA-PSS hydrogels for 2 days in order to identify differentially expressed genes (DEGs) with an expression change greater than 1.5-fold. 

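With a threshold of 2-fold against each control, which is the value in the methods, 180 genes were higher and 153 genes were lower in the GelMA-PSS library than in both the GelMA and the TCP library. With the 1.5-fold threshold these numbers were 1064 and 946. Between the control substrates, 132 genes differed by more than 2-fold, 93 of them higher on GelMA and 39 higher on TCP. With each library in turn set against the 2 others, 88 genes passed the threshold for TCP, 23 for GelMA and 333 for GelMA-PSS.

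The log2 ratio of GelMA-PSS followed transcript length. Over the 13054 genes with a known length, Spearman's rho between the ratio and the length was -0.66 against GelMA, -0.50 against TCP and 0.21 for GelMA against TCP. In the 10% of genes with the shortest transcripts, the median log2 ratio against GelMA was 0.58, and in the 10% with the longest it was -0.62. The median transcript length was 916 bases among the genes called higher and 7982.5 bases among the genes called lower. After a loess correction of each ratio for transcript length and GC content, 57 genes were higher and 82 lower, 41 and 29 of which were also called without the correction. The scaling moved the balance of calls most when the counts were converted to TPM without TMM factors, which gave 30 genes higher and 626 lower.

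The largest increases against the nearer control were in Serpinb6e, Serpinb6c, Scd4, 2410017I17Rik and Gm8909, and Ttn, Neb, 2310065F04Rik and Dst were among the genes with the largest decreases. Serpinb6e had 3 counts on TCP and 0 on GelMA, both at or under the floor of 3 counts, and 8150 on GelMA-PSS, which is at least 1363-fold higher. Serpinb6c and Serpinb6e are paralogs, as are Scd4 and the other Scd genes, and the authors' counting could have split reads among such copies. Ttn fell by 2.49 on the log2 scale against the mean of the controls, but its transcript has 106824 bases and its corrected log2 ratio was -0.26. For 2310065F04Rik, with a transcript of 2724 bases, the log2 ratio was -2.04 and the corrected one -2.12.

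**Figure D1:**
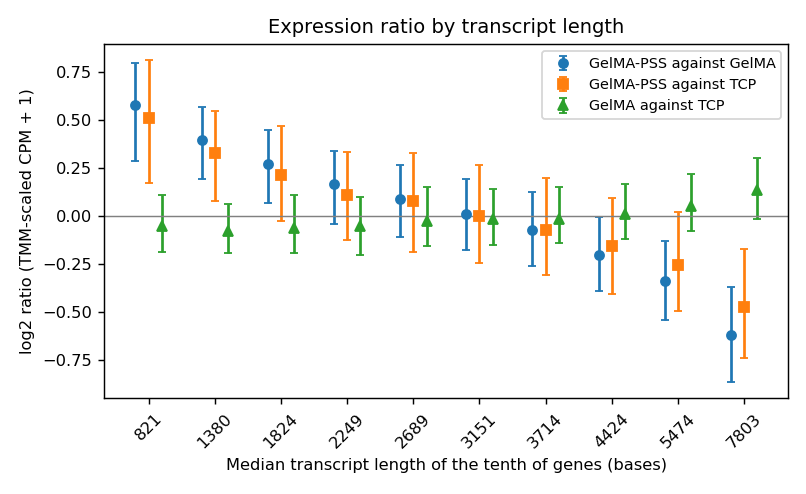
Log2 ratios of TMM-scaled CPM between pairs of libraries, for genes divided into 10 groups of equal size by transcript length in bases. Symbols show the median and bars the quartiles across genes. The median for GelMA-PSS against GelMA falls from 0.58 in the group with the shortest transcripts to -0.62 in the group with the longest.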

After obtaining statistically significance DEGs (*p < 0.05) with an activation z-score of >2 as a cut-off, we performed pathway analysis of all differentially expressed transcripts using Ingenuity Pathway Analysis (IPA, www.ingenuity.com). 

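The signaling cascade around the mTOR kinase was examined with a list of 94 genes, of which 89 were expressed above the CPM limit. Like the other lists below, it was written by hand and is not the list of IPA, GO or KEGG. None of the lists was divided into activators and inhibitors, so a lower median does not by itself mean lower pathway activity. The median log2 ratio of the list in GelMA-PSS was -0.12 against GelMA and -0.16 against TCP. Set against the mean of the controls it was -0.14, which lay at percentile 0.21 of 10000 random lists of the same size matched on mean expression. This percentile describes these libraries and is not a test between substrates. Of the list, 48 genes were lower and 25 higher than in both controls, and 3 were lower by more than 2-fold. These 3 genes were Pik3r1, Prkaa2 and Deptor, with log2 ratios against the mean of the controls of -1.12, -1.24 and -1.07. Their transcripts have 7113, 7969 and 8547 bases, and after the length and GC correction the ratios were -0.74, -0.84 and -0.57. The median transcript of the list had 3809 bases, against 2912 for all genes with a length. When the random lists were matched on transcript length as well, the list lay at percentile 19.0. The Reactome set of mTOR signalling, with 27 genes, lay at percentile 30.4.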

As shown in Figure 4A, the canonical mTOR pathway, as an important signaling pathway in skeletal muscle development and myogenic differentiation [32], was downregulated in cells cultured with heparin-mimicking matrix-based cues. Furthermore, we performed comparative function and network analyses, observing a list of diseases and cellular functions related to myogenesis, which indicated significant phenotypic changes in cells cultured on GelMA-PSS hydrogels, when compared to those cultured on both GelMA and TCP (Table 1). The top diseases and biofunctions identified by IPA revealed that cells cultured on GelMA-PSS hydrogels exhibited inferior myogenic phenotypes, including down-regulation in formation, quality, quantity, and contractility of the muscle itself or myoblasts, as well as the inhibition of cell fusion for the formation of multinucleated functional myotubes through cell–cell contact, assembly, and formation of intercellular junctions, and cell aggregation. 

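In the RNA-seq libraries, 59 of 94 expressed genes of the myofibril were lower in GelMA-PSS than in both controls, and 9 were higher. Their median log2 ratio was -0.13 against GelMA and -0.65 against TCP, while GelMA itself lay -0.47 relative to TCP. Against the mean of the controls the median was -0.40 (percentile 0), and it remained at percentile 0 with lists matched on length. After the correction for length and GC content it was -0.57. Of these genes, 15 were lower than in both controls by more than 2-fold. The sarcomeric myosin genes clustered on chromosome 11 were among the changed genes. Myh1 lies on chromosome 11 from 67200052 to 67224575 and had a CPM of 511 on GelMA-PSS, 1065 on GelMA and 1783 on TCP. For the embryonic gene Myh3, on chromosome 11 from 67078300 to 67102291, the values were 3037, 6355 and 10182 in the same order. With the same correction, the log2 ratios of Myh1 and Myh3 against the mean of the controls were -1.05 and -1.01.

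Genes with a role in myoblast fusion had a median log2 ratio of -0.19 against the mean of the controls over 79 expressed genes (percentile 0.05), with 43 genes lower and 21 higher than in both controls. Among lists matched on length this median lay at percentile 3.09. The members that fell most against the nearer control were Adam12, Trio and Mef2c. Mef2c, on chromosome 13 from 83504034 to 83667080, had log2 ratios of -1.15 against GelMA and -1.82 against TCP, and Adam12 and Trio had log2 ratios of -1.43 and -1.42, or -0.93 and -0.61 after the correction.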

Based on DEG functional annotations, gene ontology (GO) functional enrichment analyses, including biological process (BP), cellular component (CC), and molecular function (MF), were carried out to further understand the signaling pathways modulating myoblast differentiation. The top five upregulated and downregulated BP, CC, and MF terms in cells cultured with heparin-mimicking matrix-based cues when compared to those cultured on TCP and GelMA hydrogels are presented in Figure 4B,C. Upregulated GO terms were associated with the cell cycle and division-associated enrichment. 

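Of 54 expressed genes of the G2 and M phases, 41 were higher in GelMA-PSS than in both controls and 6 were lower. The median log2 ratio was 0.26 against GelMA and 0.72 against TCP, and GelMA lay 0.44 relative to TCP. The median against the mean of the controls, 0.46, was at percentile 100, also among lists matched on length. Cdk1, on chromosome 10 from 69335146 to 69352938, had a CPM of 88.9 on GelMA-PSS, 44.5 on GelMA and 31.4 on TCP. Cks2 and Ube2c had log2 ratios of 1.39 and 1.14 against the mean of the controls. After the length and GC correction these were 0.73 and 0.65, whereas Cdk1 had 1.36. S phase genes had a median of 0.22 (percentile 98.4, 43 genes). Against GelMA alone that list lay at percentile 77.7, inside the central 95% of the random lists.

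The GO terms of Figure 4B also name ribosomal subunits and the nucleosome. All 81 cytosolic ribosomal protein genes were higher in GelMA-PSS than in both controls, with a median log2 ratio of 0.99 and quartiles of 0.90 and 1.09. Their median transcript had 855 bases. The length and GC correction lowered the median to 0.49, which remained at percentile 100. The 32 expressed genes of the histone clusters had a median of 0.27 against GelMA and -0.23 against TCP. Against the mean of the controls they lay at percentile 79.3, and after the correction at percentile 0.07.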

On the other hand, downregulated GO terms of cells cultured with heparin-mimicking matrix-based cues when compared to cells cultured on TCP and GelMA hydrogels revealed a downregulation of insulin, Wnt and mTOR signaling pathways, cell–cell adherens junction, myofibril formation, and cell–matrix interaction (vinculin binding), known to be critical in myogenic differentiation as well as in the maturation of myoblasts and skMSCs [32,33,34]. 

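For insulin signaling, 110 expressed genes gave a median log2 ratio of -0.16 against GelMA and -0.22 against TCP. The median against the mean of the controls was -0.17, at percentile 0 among lists matched on expression and at percentile 9.87 among lists matched on length as well. 61 members were lower than in both controls and 35 were higher. Genes of the adherens junction had a median of -0.30 over 77 expressed genes, with 52 lower and 15 higher than in both controls. This list kept a low percentile among lists matched on length (0.2). Its members with the largest decrease against the nearer control were Crebbp, Ptprf and Actn2, with log2 ratios of -1.40, -1.22 and -1.35, which became -0.64, -0.62 and -1.32 after the length and GC correction.

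**Figure D2:**
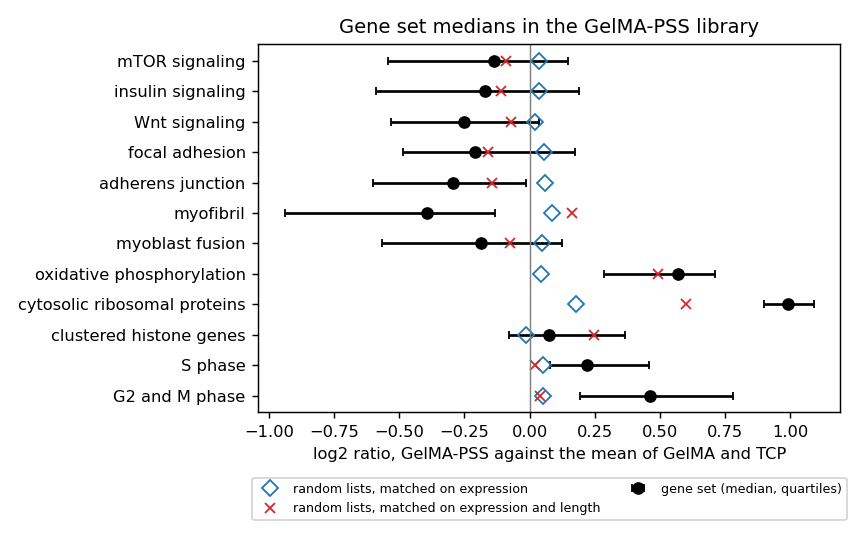
Median log2 ratio of each hand-written gene set in GelMA-PSS against the mean of GelMA and TCP, with bars from the lower to the upper quartile of its genes. Diamonds and crosses mark the median of the random lists without and with matching on transcript length, and the crosses lie closer to the set medians than the diamonds for mTOR signaling (-0.09 for the crosses) and oxidative phosphorylation (0.49).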

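Genes for the respiratory chain and ATP synthase encoded in the nucleus were higher in the GelMA-PSS library. Of 101 expressed genes, 87 were higher and 7 lower than in both controls, with a median log2 ratio of 0.66 against GelMA and 0.49 against TCP. Against both controls, 0 of these genes passed the 2-fold threshold. The median against the mean of the controls, 0.57, lay at percentile 100. The median transcript of the list had 1005 bases, and among lists matched on length the same median lay at percentile 93.2, while after the length and GC correction the median was 0.09 at percentile 97.7. The members with the largest increase against the nearer control were Cox7a1, Atp5k and Uqcrh. Uqcrh, on chromosome 4 from 116066965 to 116075071, had a CPM of 438 on GelMA-PSS, 211 on GelMA and 233 on TCP, and its corrected log2 ratio was 0.34. The genes of the mitochondrial genome were not analysed here.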

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis revealed upregulated oxidative phosphorylation (OXPHOS) in cells cultured with heparin-mimicking matrix-based cues along with the upregulation of degenerative disease-associated pathways, which is in accordance with a previous study suggesting that OXPHOS is required at early myogenic commitment, rather than the maturation stage [35]. Similarly to the GO functional enrichment analysis, KEGG pathway analysis revealed that the insulin, Wnt, and mTOR signaling pathways as well as focal adhesions were significantly downregulated in cells cultured with heparin-mimicking matrix-based cues as opposed to those cultured on TCP and GelMA hydrogels. 

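In the RNA-seq libraries, Wnt signaling genes had a median log2 ratio of -0.31 against GelMA and -0.25 against TCP over 118 expressed genes, with 78 lower and 30 higher than in both controls. Their median against the mean of the controls was -0.25, and it lay at percentile 0 among lists matched on expression and length. Activators and inhibitors of Wnt signaling were pooled in this list, so the median describes RNA levels and not the activity of the pathway. The members with the largest decrease against the nearer control, Crebbp, Apc and Znrf3, included log2 ratios of -1.17 for Apc and -0.90 for Znrf3. After the length and GC correction, the ratios of Apc and Znrf3 were -0.40 and -0.52. The Reactome set of Wnt signaling, with 178 genes and a median of -0.05, lay at percentile 2.14 among lists matched on expression alone. Focal adhesion genes had a median of -0.21 over 148 expressed genes, 83 of which were lower and 41 higher than in both controls. For this list, percentile 0 became percentile 12.2 when the random lists were matched on length, and the corrected median was 0.02. The Reactome set used for it, integrin cell surface interactions, had 57 genes and a median of -0.27. It lay at percentile 0.01 among lists matched on expression alone. Besides Pik3r1, the members of the hand-written focal adhesion list with the largest decrease against the nearer control were Mylk and Pak3. Their transcripts have 7824 and 8657 bases. Their log2 ratios were -1.29 and -1.18, or -0.73 and -0.74 after the length and GC correction. The paper describes its downregulated GO terms, among them insulin, Wnt and mTOR signaling, as known from earlier work to be critical in myogenic differentiation, and it reports the focal adhesions from its KEGG analysis.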

### 2.5. Validation of DEGs Using qPCR and Western Blot Analyses

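The genes of these pathways that were followed up individually had the following values in the RNA-seq libraries, as TMM-scaled CPM. Igf1, on chromosome 10 from 87858265 to 87937042 of GRCm38, had a CPM of 1.58 (95% confidence interval from 1.41 to 1.77) on GelMA-PSS, 2.18 on GelMA and 2.70 (95% confidence interval from 2.43 to 3.01) on TCP. Pik3r1, on chromosome 13 from 101680563 to 101768217, was lower in GelMA-PSS than in both controls, with a log2 ratio of -1.10 against GelMA and -1.14 against TCP. Mtor, on chromosome 4 from 148448611 to 148557683, had log2 ratios of -0.81 and -0.72. Its transcript has 8564 bases. Axin2 was expressed close to the CPM limit, at 0.972 (95% confidence interval from 0.838 to 1.13) on GelMA-PSS, 2.24 on GelMA and 3.35 on TCP. Lrp5, on chromosome 19 from 3584828 to 3686564, lay between the controls at a CPM of 88.4, against 110.1 on GelMA and 70.5 on TCP.

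Cav3, which encodes caveolin-3, had a CPM of 41.3 on GelMA-PSS, 47.2 on GelMA and 70.5 on TCP. Npnt, on chromosome 3 from 132881745 to 132950291, had log2 ratios of -0.39 against GelMA and -0.86 against TCP. Klf4 was higher than on GelMA (0.09) and lower than on TCP (-0.22). Ptk2, the gene of focal adhesion kinase, and Ctnnb1, the gene of β-catenin, had log2 ratios of -0.14 and -0.14 against GelMA and of -0.06 and 0.02 against TCP. With the correction for length and GC content, the log2 ratio against the mean of the controls became more negative for Cav3 (from -0.48 to -0.83), Npnt (from -0.62 to -0.83) and Igf1 (from -0.41 to -0.55). It became less negative for Mtor (from -0.77 to -0.13), Pik3r1 (from -1.12 to -0.74), Axin2 (from -0.93 to -0.73), Klf4 (from -0.07 to -0.04) and Ctnnb1 (from -0.06 to -0.01), changed sign for Ptk2 (from -0.10 to 0.07) and rose to 0.36 for Lrp5.

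**Figure D3:**
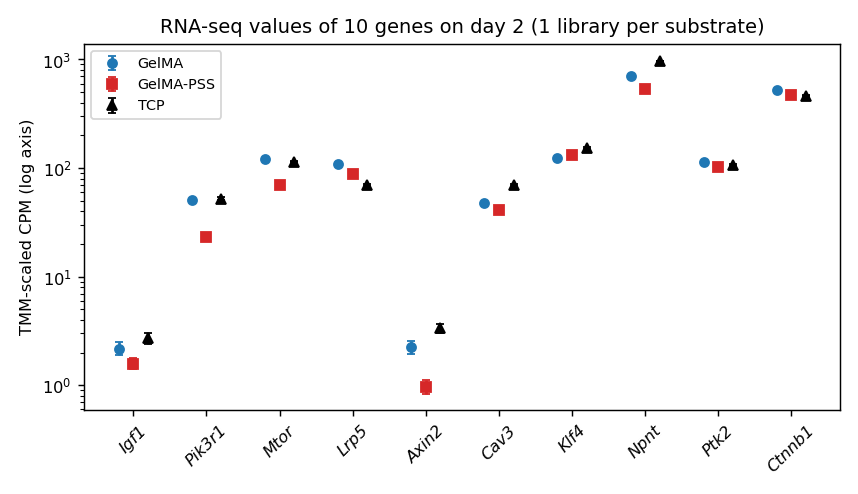
TMM-scaled CPM on a log axis for 10 genes in the GelMA, GelMA-PSS and TCP libraries on day 2, with 1 library per substrate. Bars are 95% Wilson intervals of the counting error, and most are smaller than the symbols. GelMA-PSS has the lowest of the 3 values for Pik3r1 and Mtor, and lies between the controls for Lrp5.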

Having demonstrated the inhibition of myogenic differentiation in cells grown on GelMA-PSS hydrogels, we next sought to validate the findings from the RNA-seq analysis, which indicated that myogenesis was inhibited through the suppression of insulin/PI3K/mTOR and Wnt signaling pathways, as well as through the modulation of focal adhesions. As shown in Figure 5, the cells cultured with heparin-mimicking matrix-based cues exhibited significantly lower expression of various genes associated with the insulin/PI3K/mTOR and Wnt signaling pathways, such as *IGF1*, *RIK3R1*, *mTOR*, Cav3, *LRP5*, and *Axin2*. Furthermore, we found that *KLF4* and its transcriptional target, nephronectin (*NPNT*), were downregulated in cell cultured on GelMA-PSS hydrogels when compared to those grown on TCP and GelMA hydrogels. Western blot analyses (Figure 5B,C) revealed that cells cultured with heparin-mimicking matrix-based cues showed significantly lower protein expression of p-mTOR, Cav3, as well as active and total β-catenin. In an accordance with a previous report demonstrating the important role of focal adhesion kinase (FAK) signaling in myoblast fusion, we observed that the levels of total and phosphorylated FAK, associated with the regulation of integrin-mediated cell adhesion and intracellular signal transduction in the PI3K/AKT/mTOR pathway [36], were significantly suppressed in cells cultured with heparin-mimicking matrix-based cues. 

### 2.6. Validation of the In Vitro Muscle Injury Screening Platform in Comparison to an In Vivo Muscle Injury Model

To validate the applicability of proof-of-concept that our in vitro heparin-mimicking polymer-based cell culture platform could successfully recapitulate an in vivo muscle injury model, we induced muscle injury in 8-week-old C57BL/6J mice using barium chloride. Tibialis anterior (TA) muscles treated with barium chloride were harvested at different time points up to 14 days post-injury to evaluate whether muscle injury-activated signaling pathways would resemble the in vitro phenotypes of cells cultured with heparin-mimicking matrix-based cues. Non-injured TA muscles served as a control. As shown in Figure 6A, hematoxylin and eosin staining revealed that injection of barium chloride into TA muscles initially caused necrosis of damaged skeletal muscle fibers, as evident by center-located nuclei in degenerating muscle fibers, and a decrease in fiber diameters. Furthermore, at day 5 post-injury, degenerating muscle fibers exhibited a significant muscle atrophy and excessive connective tissue formation within damaged muscle fibers, and finally, damaged muscle fibers were fully regenerated after 14 days. 

Since damaged muscle fibers exhibited typical muscle atrophy phenotypes upon barium chloride-induced muscle injury, we determined the expression of various muscle-specific genes, including those encoding early myogenic markers such as Myf5, MyoD, and MyoG, all of which were significantly elevated during the degeneration processes. In contrast, the late myogenic marker MyHC was considerably upregulated at the later stage of regeneration (Figure 6B). For a comprehensive comparison with cells cultured on GelMA-PSS, we also evaluated genes involved in the fusion and maturation of myoblasts into multinucleated myotubes, namely insulin/PI3K/mTOR and Wnt signaling pathway-related genes. As shown in Figure 6C,D, DEGs identified and confirmed by RNA-seq and qPCR analyses, were upregulated during muscle regeneration. Similarly to previous in vitro results, *KLF4* and *NPNT* genes were upregulated during muscle regeneration, whereas cells cultured on our in vitro platform suppressed their expression, thus mirroring muscle atrophy phenotypes rather than muscle regeneration. 

Taken together, the comparison to the in vivo barium chloride-induced muscle injury model supported the utility of heparin-mimicking matrix-based cues, suggesting that the in vitro platform could simulate muscle atrophy phenotypes by stimulating various pathological alterations of signaling pathways, characteristic of the muscle degeneration process. 

## 3. Discussion

There has been increasing interest in the development of disease-specific in vitro organ-on-a-chip platforms for the accurate assessment of small molecule drugs, including toxicity tests and pharmacokinetics, by recapitulating cell–cell and cell–matrix interactions within tissue-specific microenvironments [11,37,38]. We previously developed a heparin-mimicking polymer-based cell culture substrate to support the long-term expansion and self-renewal of human pluripotent stem cells (hPSCs) while maintaining their pluripotency [30]. In this study, by harnessing a heparin-mimicking polymer with a negatively charged surface due to the presence of sulfonate groups, we engineered an in vitro cell culture platform to facilitate the cell–matrix interaction-mediated inhibition of myoblast function. Thereafter, we sought to recapitulate in vivo muscle atrophy-like phenotypes in cells cultured on our platform. 

Heparin and HSPGs on the cellular surface of myoblasts have previously been shown to bind bFGF with high affinity, promoting the self-renewal of skMSCs [39]. Recently, we harnessed a bFGF-immobilized matrix as a synthetic cell culture substrate to support the cell adhesion and proliferation of skMSCs while maintaining their self-renewal capacity during in vitro expansion [24]. Similarly, we elucidated the roles of various physicochemical cues of a heparin-mimicking anionic polymer PSS, including functional groups, matrix stiffness, surface roughness, and hydrophilicity, with regard to the long-term self-renewal of hPSCs. The presence of negatively charged sulfonate groups in PSS enabled the adsorption of various ECM proteins and bFGF [30]. In our current study, despite their similar physical properties, including swelling ability and matrix stiffness, GelMA-PSS and GelMA hydrogels elicited different cellular responses. These discrepancies in the inhibition of myoblast fusion and terminal differentiation into multinucleated myotubes could be attributed to the presence of negatively charged sulfonate groups in heparin-mimicking polymers (GelMA-PSS hydrogels). Therefore, it is possible that the bioactivity of bFGF bound to sulfonate groups on the GelMA-PSS hydrogel surface through electrostatic interactions can be stabilized without undergoing denaturation and enzymatic degradation, as previously reported [29,40,41], resulting in suppression of the myogenic differentiation of adhered cells. On the other hand, previous studies have demonstrated that the soluble heparin in a culture medium could sequester the bFGF from microenvironment surrounding myoblasts, leading to the induction of terminal differentiation into myocytes [42,43]. Similarly to the pro-myogenic effect of soluble heparin on the myoblast function, exogenous supplement of soluble heparin-mimicking polymers have been shown to downregulate the mitogen activated extracellular regulated signaling kinase (MAPK/ERK) pathway by withdrawing bFGF away from FGFR in a concentration-dependent manner [28,44]. However, it is still unclear whether heparin-mimicking polymers in our study would preferentially regulate the modulation of bFGF stability over sequestering the bFGF. 

Another possibility is the presence of negatively charged sulfonate groups in heparin-mimicking polymers, which could sophisticatedly modulate important signaling pathways involved in muscle homeostasis through cell–matrix interactions [36]. Although our initial findings indicated that there were no significant differences in the initial cell adhesion and proliferation of cells cultured on various cell culture substrates such as GelMA, GelMA-PSS, and TCP (Figure 2), only heparin-mimicking matrix-based cues inhibited the fusion of mononucleated myoblasts into multinucleated myotubes, resulting in the suppression of myogenic differentiation (Figure 3). To distinguish the molecular signatures of cells cultured on heparin-mimicking matrix-based cues, RNA-seq analysis and qPCR validation revealed that the insulin/PI3K/mTOR and Wnt signaling pathways were greatly downregulated (Figure 4 and Figure 5A,B,E), both being tightly associated with skeletal muscle development and myogenic differentiation [45,46]. Furthermore, similarities between our in vitro platform and the in vivo barium chloride-induced muscle injury model were validated, including the suppression of insulin/PI3K/mTOR and Wnt signaling (Figure 6). 

Insulin/PI3K/mTOR signaling has been extensively investigated as a key pathway in skeletal muscle development and regeneration [45,47]. Risson et al. reported that muscle-specific mTOR knockout mice exhibited significant myopathic phenotypes and decreased dystrophin expression, indicative of the crucial role of mTOR in the maintenance of muscle function and metabolism [48]. Cong et al. recently reported that the IGF–Akt–mTOR signaling pathway activated via insulin receptor substrate 1 (IRS1), known as a critical regulator for IGF signaling, could promote myogenic differentiation of myoblasts as well as skeletal muscle regeneration [49]. Furthermore, the Wnt signaling pathway is known to regulate various cellular functions, including cell proliferation, polarity, and cell fate determination, through membrane proteins LRP5/6 and Frizzled, which orchestrated together as receptors for Wnt ligands in the canonical Wnt pathway, in turn regulating myogenic differentiation and skeletal muscle homeostasis [33,50]. 

Over the past decades, studies have shown that the formation of multinucleated myotubes through mononucleated myoblast fusion is an event during myogenic differentiation and skeletal muscle formation [51]. Therefore, we assessed myotube fusion-associated markers, including *Cav3, KLF4,* and *NPNT*, as well as the levels of cell adhesion proteins such as focal adhesion kinase (FAK) and its phosphorylated form (p-FAK) (Figure 4 and Figure 5C–E). Fluck et al. previously reported that FAK was highly expressed during the in vitro fusion of myoblasts into myotubes, and its expression was increased in newly formed skeletal muscles [52]. Similarly, Quach et al. and other research groups have confirmed the crucial role of FAK and its subsequent regulation of Cav3 and β1D integrin during the fusion and maturation of myoblasts into functional myotubes [36,53]. In particular, FAK was proposed as a key regulator of myoblast fusion, whose inhibition lead to the suppression of Cav3 and β1D integrin, resulting in impaired in vivo skeletal muscle regeneration. Sunadome et al. demonstrated that overexpression of KLF2/4 in MEK inhibitor-treated myoblasts could restore their ability to form fused myotubes and identified NPNT as a key factor for myoblast fusion [54]. In agreement with these previous studies, we observed that FAK, Cav3, and NPNT were significantly decreased at both gene and protein levels, confirmed by in vitro as well as in vivo results. Cells cultured on our GelMA-PSS platform resembled the myogenically restricted phonotypes of the barium chloride-induced muscle atrophy phenotypes in vivo. Therefore, the current findings suggest that cells on GelMA-PSS hydrogels could interact with heparin-mimicking moieties and thus exhibit decreased expression of pFAK and Cav3, leading to impaired myoblast fusion. 

In conclusion, our proof-of-concept study confirmed that the GelMA-PSS hydrogel-based in vitro platform recapitulated in vivo muscle atrophy-like phenotypes, as confirmed by the downregulation of key signaling pathways in cells cultured on heparin-mimicking matrix. Our results suggest that heparin-mimicking matrix-based cues determine focal adhesions and cell–cell interactions of cells at the cell–matrix interface through subtle changes in modulation of protein adsorption and bFGF stabilization, as previously reported [30,41]. In turn, the fusion of myoblasts into matured myotubes and the formation of cell–cell/intercellular junctions were inhibited, recapitulating the initial muscle atrophy phenotypes observed during in vivo muscle injury-induced degeneration of skeletal muscles (Figure 4 and Table 1). Therefore, our in vitro platform may serve as a promising muscle injury model for drug screening and toxicity tests.

## 4. Materials and Methods

### 4.1. Synthesis of Methacrylated Gelatin 

Methacrylated gelatin (GelMA) was synthesized according to a previously described method [55]. Briefly, 10 g of gelatin (cat# G1890, Sigma-Aldrich, St. Louis, MO, USA) was dissolved in 100 mL of phosphate-buffered saline (PBS) solution at 60 °C under constant stirring. Then, 8 mL of methacrylic anhydride (cat# 276685, Sigma-Aldrich, St. Louis, MO, USA) was added dropwise to the gelatin solution while stirring vigorously for 2 h. The reaction mixture was mixed with preheated PBS at 60 °C and kept for 15 min. The resulting solution was dialyzed in deionized water at 52 °C for 7 days using a dialysis membrane (MWCO, approximately 12–14 kDa, Spectrum Laboratories, Gardena, CA, USA). Finally, the solution was filtered, lyophilized, and stored at −20 °C. After synthesis, the products were analyzed via ^1^H-NMR by dissolving in deuterium oxide (D2O; Sigma-Aldrich, Saint Louis, MO, USA).

### 4.2. Preparation of GelMA-Based hydrogels 

GelMA-based hydrogels were synthesized as follows: GelMA was dissolved in PBS at a final concentration of 15% *w*/*v* with or without a heparin-mimicking polymer PSS (cat# 94904, Sigma-Aldrich, St. Louis, MO, USA) at a final concentration of 1% *w*/*v*. Ammonium persulfate (APS, cat# 161-0700, Bioshop, Burlington, ON, Canada) and N,N,N′,N′-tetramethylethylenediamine (TEMED, cat# 161-0800, Bioshop, Burlington, ON, Canada) were added to this precursor solution at a final concentration of 0.4% w/v and 0.3% *w*/*v*, respectively. The reaction mixtures, including GelMA and GelMA-co-PSS, hereafter referred to as GelMA-PSS, were polymerized in Bio-Rad 1-mm-spacer glass plates at room temperature. Finally, polymerized hydrogels were punched into 24-well plates, sterilized with 70% ethanol, and washed with fresh PBS for 48 h prior to cell culture experiments. The rinsed hydrogels were incubated in growth medium (high glucose DMEM with 2 mM L-glutamine and 50 units/mL penicillin/streptomycin) containing 10% fetal bovine serum (Corning, Oneonta, NY, USA) overnight before seeding the cells.

### 4.3. Fourier Transform Infrared Spectroscopy (FTIR) 

The FTIR spectra of gelatin (powder), GelMA (lyophilized powder), and GelMA-PSS (lyophilized powder) were analyzed using an FTIR spectrometer (Spectrum 100, Perkin Elmer) with a spectral width ranging from 500 to 4000 cm^–1^ at a spectral resolution of 4 cm^–1^. IR peaks corresponding to the methacrylation of gelatin and copolymerization of PSS into GelMA were analyzed.

### 4.4. Swelling Ratio Measurement

The swelling ratio of each hydrogel construct was measured using the gravimetric method. Briefly, hydrogels were swollen in PBS for 24 h to reach equilibrium, and their wet weights were determined as an equilibrium-swollen state (*W_wet_*). The weighed hydrogels were then lyophilized to measure dry weight (*W_dry_*). The swelling ratios of each hydrogel were calculated according to the following equation:

$$\mathrm{swelling}\;\mathrm{ratio}\;(\%)\;=\;\frac{Wwet}{Wdry}\;\times \;100\%$$

### 4.5. Characterization of Young’s Modulus

To measure the Young’s modulus of hydrogel constructs, hydrogels were equilibrated in PBS for 24 h, and their dimensions, such as height and diameter, were measured prior to the compression test. Compression tests were performed using a universal testing machine (EZ-Test EZ-SX, Shimadzu, Kyoto, Japan) equipped with a 500 N load cell, and samples were compressed up to 30% strain at a strain rate of 1 mm/min. The Young’s modulus was calculated from the linear region of the stress–strain curve (0–10% strain). 

### 4.6. Zeta-Potential Measurement

The synthesized GelMA and GelMA-PSS hydrogel samples were lyophilized, freeze-milled, and dispersed in ultrapure distilled water by sonication. Prepared samples were subjected to ζ-potential measurement at room temperature with a ZetasizerNano ZS (Malvern Instruments Ltd., Malvern, UK). All measurements were performed in triplicate. 

### 4.7. Protein Adsorption Assay Using FITC-BSA

The amount of protein adsorbed onto the GelMA and GelMA-PSS hydrogels was quantified by measuring the amount of fluorescein isothiocyanate-conjugated bovine serum albumin (FITC-BSA, A23015, Thermo Fisher Scientific, Waltham, MA, USA) following a previously reported method [56]. Briefly, hydrogels were incubated with 100 μg/mL of FITC-BSA solution in a dark room for 5, 10, 15, 20, 25, and 30 min. Then, each supernatant solution was transferred to a flat-bottom 96-well plate to measure the fluorescence at 488 nm, and the amount of FITC-BSA in the supernatant was used to calculate the amount of FITC-BSA in hydrogels. The adsorption was calculated from a standard curve generated by a series of known concentrations of FITC-BSA.

### 4.8. Cell Culture 

Prior to myogenic differentiation, undifferentiated murine myoblast c2c12 cells were seeded into the TCP, GelMA, and GelMA-PSS hydrogels at an initial seeding density of 5 × 10^3^ cells/cm^2^ in growth medium containing high-glucose Dulbecco’s modified Eagle’s medium (DMEM; Gibco-BRL, Waltham, MA, USA) supplemented with 10% *v/v* fetal bovine serum (FBS; Gibco-BRL, Waltham, MA, USA), 1% L-glutamine (200 mM, Gibco-BRL, Waltham, MA, USA), and 1% *v/v* penicillin–streptomycin (10,000 U/mL of penicillin and 10,000 g/mL of streptomycin, Gibco-BRL, Waltham, MA, USA) under a 5% CO_2_ atmosphere at 37 °C. When cells reached 80% confluence, the growth medium was replaced with myogenic induction medium containing DMEM supplemented with 2% *v*/*v* horse serum (Gibco-BRL, Waltham, MA, USA) and 1% *v/v* penicillin–streptomycin (Gibco-BRL, Waltham, MA, USA) to induce myogenic differentiation. 

### 4.9. Immunocytochemistry

Cells cultured on TCP, GelMA, and GelMA-PSS were fixed with 4% paraformaldehyde (PFA) for 10 min at room temperature, washed in PBS, blocked with 3% (*w/v*) bovine serum albumin in PBS, and permeabilized with 0.1% (*v/v*) Triton X-100 for 1 h at room temperature. Samples were incubated with primary antibodies (diluted in 1% BSA in PBS), including rabbit anti-Desmin (1:200, Abcam, Cambridge, UK) and mouse anti-MyHC (MF-20) (1:200, Developmental Studies Hybridoma Bank, Iowa City, IA, USA), overnight at 4 °C, washed 3 times in fresh PBS, and incubated with secondary antibodies, including anti-rabbit Alexa 488 (1:200, Thermo Fisher Scientific, Waltham, MA, USA) (diluted in 1% BSA in PBS), anti-mouse Alexa 546 (1:200, Thermo Fisher Scientific, Waltham, MA, USA), as well as with an anti-phalloidin (1:200, Thermo Fisher Scientific, Waltham, MA, USA) antibody for 1 h at room temperature. The nuclei were stained with Hoechst 33342 (2 mg/mL; Thermo Fisher Scientific, Waltham, MA, USA) for 10 min at room temperature. All fluorescence images were acquired by using an inverted microscope (Eclipse Ti-U, Nikon, Tokyo, Japan) at the Soonchunhyang Biomedical Research Core-Facility of the Korea Basic Science Institute (KBSI).

### 4.10. Histochemistry

Barium chloride (BaCl_2_)-injured TA muscle samples were fixed with 4% paraformaldehyde (PFA) for 24 h, gradually dehydrated in ethanol, and embedded in paraffin. The paraffin-embedded samples were processed into 10 µm-thick sections to be used for staining. Briefly, paraffin-embedded sections were de-paraffinized with CitriSolv, rehydrated with a graded series of ethanol, and washed with fresh distilled water. For histopathological analysis, sections were stained with hematoxylin (Mayer’s modified; Abcam, Cambridge, UK) and eosin (Sigma-Aldrich, St. Louis, MO, USA). All bright-field images were acquired using an inverted microscope (Eclipse Ti-U, Nikon, Tokyo, Japan) at the Soonchunhyang Biomedical Research Core-Facility of the KBSI.

### 4.11. Image Analysis 

To quantify the degree of myogenic differentiation of murine myoblast c2c12 cells, myosin heavy chain-positive cellular area, differentiation, and fusion indices were calculated using NIH ImageJ software, as previously described [18,57]. The differentiation index was determined as the ratio of MF20-positive cells to the total number of cells, and the fusion index was calculated as the ratio of myotubes having either 1, 2–6, 7–14, or >15 nuclei to the total number of MF20-positive cells. At least 1000 nuclei per group were analyzed from three random fields of view at each time point. 

### 4.12. qPCR 

Total RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and reverse transcribed using ReverTra Ace qPCR RT Master Mix with gDNA Remover (Toyobo, Osaka, Japan) according to the manufacturer’s protocols. qPCR was carried out using the SYBR Green Real-time PCR Master Mix (Toyobo, Osaka, Japan) on a StepOnePlus Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) at the Soonchunhyang Biomedical Research Core-Facility of the KBSI. The expression levels of target genes were normalized against glyceraldehyde-3-phosphate dehydrogenase (GAPDH), the ΔCt values were calculated as Ct_target_ − Ct_GAPDH_, and relative fold inductions were calculated using the 2^−^^ΔΔCt^ method. 

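The printed primer sequences were searched in the mouse transcripts of GENCODE vM21 (GRCm38), allowing no mismatch for a match. The pair printed for mTOR (ACCGGCACACATTTGAAGAAG and CTCGTTGAGGATCAGCAAGG) lies in exons 5 and 6 of the 58 exons of Mtor, on chromosome 4 from 148454748 to 148456089, and gives an amplicon of 110 bp in the transcript. The MyHC pair lies in Myh1, on chromosome 11 from 67220586 to 67220802, in exons 34 and 35. Pairs for B2M, MyoD, Npnt, Ccl5, Cxcl1, Pik3r1, Cav3 and Axin2 each match transcripts of the gene they are named for. The pair printed for Igf1 (TCTCACTGAAGCCAGCTCTCT and CAGGCCCAGAAGCATGACA) matches together in Ccl2, on chromosome 11 from 82035627 to 82035691 in exon 1, over 65 bp. In Igf1 transcripts each of these primers has at least 6 mismatches. The pair printed for Lrp5 (GAAAGCACAATGGGTCCTCCA and CTGACGCCTGTTCCACTTCT) matches together in Nlrp5, on chromosome 7 from 23385955 to 23408210, over 316 bp, and its primers have at least 7 and 6 mismatches to Lrp5. For Myf5, the forward primer has at least 9 and the reverse primer at least 8 mismatches to the Myf5 transcript. The reverse primer for MyoG and the forward primer for Klf4 each have 1 mismatch to the gene they are named for.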

The primer sequences used in this study are presented in Table 2.

### 4.13. RNA-Seq and Data Analysis

Total RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA), and samples were sent to Macrogen (Macrogen Inc., Seoul, Korea) for library preparation and sequencing. Library preparation was performed for transcriptome sequencing using the TruSeq RNA Sample Prep Kit v2 (Illumina, San Diego, CA, USA) following the manufacturer’s instructions. Each library was sequenced using the HiSeq 2500 platform (Illumina, San Diego, CA, USA), and over 25 million 101 bp strand-specific paired-end reads were obtained per sample. DEGs were determined using fragments per kilobase of transcript per million mapped reads (FPKM) values with a change greater than 2-fold and *p* < 0.05 (GelMa-PSS vs. TCP/GelMA). GO analyses of biological function, cellular component, molecular function, and KEGG pathway were carried out using the bioinformatics resource DAVID tool, which provides relevant GO terms associated with DEGs (https://david.ncifcrf.gov/ (accessed on 2 March 2021)). Additionally, canonical pathway and functional network analyses were performed using IPA software (version 42012434, Qiagen, Hilden, Germany).

### 4.14. Western Blot

Cells were lysed in protein extraction solution (RIPA, Elpis Biotech, Daejeon, Korea) with protease and phosphatase inhibitors (Sigma-Aldrich, Saint Louis, MO, USA). Samples were centrifuged at 15,000 rcf and at 4 °C. The protein concentration was determined via Bradford assay. Gel electrophoresis was performed using 6% *w/v* or 12% *w/v* polyacrylamide gels at 100 V, based on the molecular weight of proteins. Proteins were transferred to a polyvinylidene fluoride (PVDF) blotting membrane (GE Healthcare, Chicago, IL, USA) at 350 mA, blocked with 5% skim milk in 1X Tris-buffered saline containing Tween-20 (TBS-T) (pH 7.5), and probed with primary antibodies against GAPDH (2118L, Cell Signaling Technology, Danvers, MA, USA), MyoD (sc-377460, Santa Cruz, Dallas, TX, USA), Desmin (ab8592, Abcam, Cambridge, UK), mTOR (2972S, Cell Signaling Technology, Danvers, MA, USA), p-mTOR (2971S, Cell Signaling Technology, Danvers, MA, USA), Caveolin-3 (ab2912, Abcam, Cambridge, UK), β-catenin (9562, Cell Signaling Technology, Danvers, MA, USA), non-phosphorylated (active) β-catenin (8814, Cell Signaling Technology, Danvers, MA, USA), phospho-FAK (Tyr397) (cat# 700255, Thermo Fisher Scientific, Waltham, MA, USA), FAK (sc-1688, Santa Cruz, Dallas, TX, USA), and β-actin (A5441, Sigma Aldrich, Waltham, MA, USA) diluted at 1:1000, overnight at 4 °C with gentle agitation. Membranes were incubated with horseradish peroxidase-conjugated secondary antibodies (Bio-Rad, Hercules, CA, USA) (1:2000 dilution) for 1 h at room temperature. Finally, immunodetection was performed using the ECL Prime Western Blotting Detection Reagent (GE Healthcare, Chicago, IL, USA) on an Amersham Imager 600 (GE Healthcare, Chicago, IL, USA) at the Soonchunhyang Biomedical Research Core-Facility of the KBSI.

### 4.15. Barium Chloride (BaCl_2_)-Induced Muscle Injury Model

All animal experimental procedures were performed in accordance with the protocols for animal handling and ethical standards approved by Institutional Animal Care and Use Committee (IACUC) at the Soonchunhyang University (protocol number: SCH17-0033). To induce muscle injury, 8-week-old C57BL/6J mice were anesthetized with 1% isoflurane inhalation, and the TA muscle was injured via intramuscular injection of 30 µL 1.2% *w/v* barium chloride (BaCl_2_, cat# 449644, Sigma Aldrich, St. Louis, MO, USA). At 1, 3, 5, 7, and 14 days post-injury, the TA muscles were harvested for further histochemistry and qPCR analyses. 

### 4.16. Statistical Analysis

All values are presented as the mean ± standard deviation of three biological replicates for each group, and statistical significance was assessed via one-way analysis of variance (ANOVA) with Tukey’s multiple comparison test using GraphPad Prism 9.0 (San Diego, CA, USA) software. A *p* value less than 0.05 was considered statistically significant (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001).

## Figures and Tables

**Figure 1:**
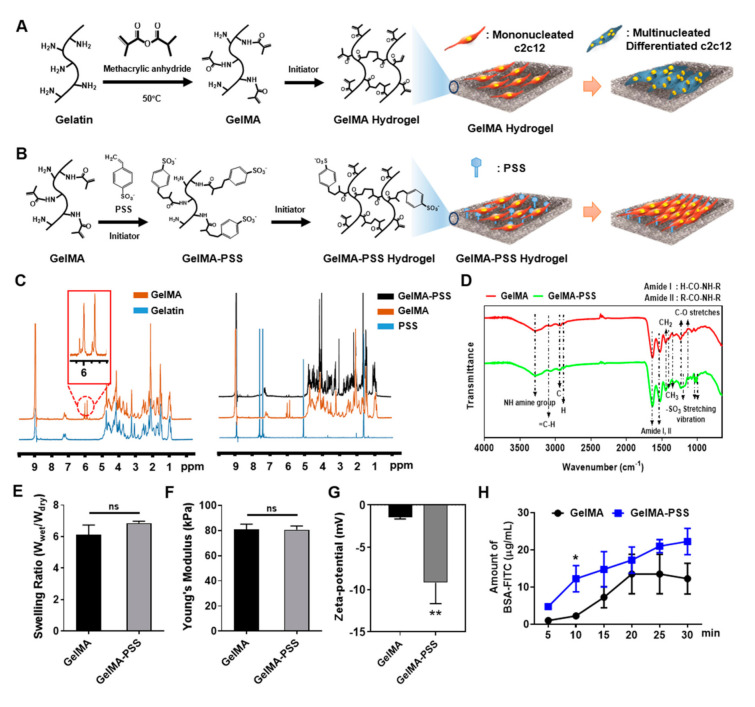
Schematic illustration and characterization of GelMA and GelMA-PSS hydrogels. (**A**,**B**) Synthesis scheme for GelMA and GelMA-PSS hydrogels, respectively. (**C**) ^1^H-Nuclear magnetic resonance (NMR) spectra of synthetic polymer. (**D**) Fourier transform infrared spectroscopy (FTIR) analysis of GelMA and GelMA-PSS. (**E**–**G**) Characterization of various physical properties including swelling ratio, Young’s modulus, and zeta-potential of GelMA and GelMA-PSS. (**H**) Quantification of BSA absorption using FITC-BSA on GelMA and GelMA-PSS hydrogels. Data are presented as the mean ± SD. * *p* < 0.05; ** *p* < 0.01; ns, not significant.

**Figure 2:**
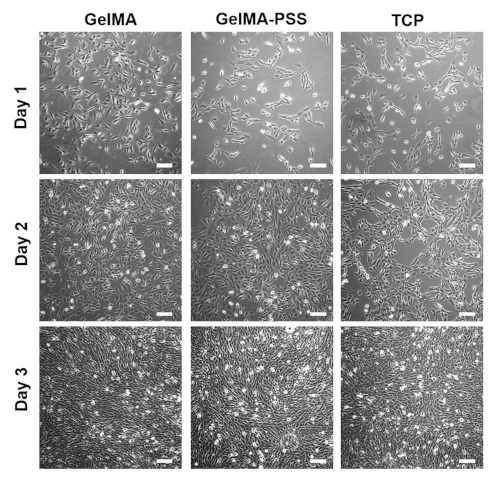
Phase-contrast images of cells adhered onto GelMA (**left column**), GelMA-PSS (**middle column**), and tissue culture plate (TCP) (**right column**) as a function of cell culture time up to day 3. Scale bar = 200 µm.

**Figure 3:**
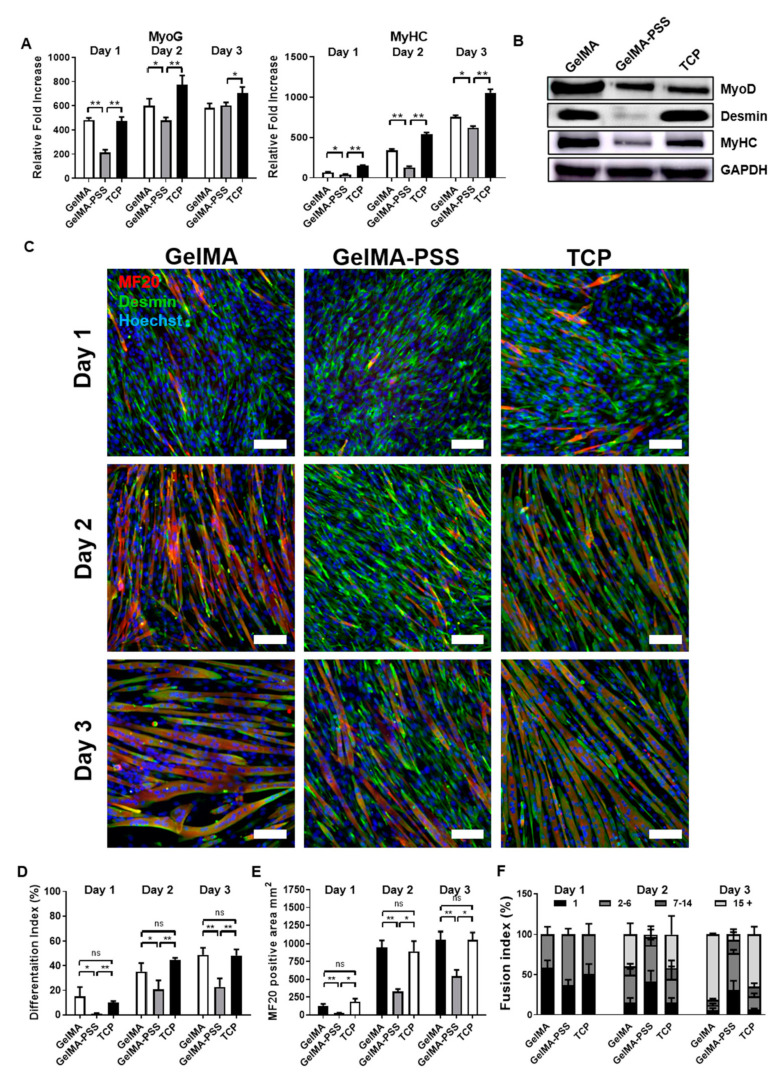
Myogenic potential of cells cultured on GelMA, GelMA-PSS and TCP. (**A**) Gene expression profiles of cells cultured on GelMA, GelMA-PSS, and TCP for 1–3 days in a myogenic induction medium. (**B**) Myogenic protein expression of cells cultured on GelMA, GelMA-PSS, and TCP for 2 days in a myogenic induction medium, as evaluated by Western blot. (**C**) Immunofluorescence staining of MF20 (red) and desmin (green) and nuclei (blue) in cells cultured in a myogenic induction medium on GelMA, GelMA-PSS, and TCP for 1–3 days. Scale bar = 100 µm. (**D**–**F**) Estimated differentiation and fusion indices of cells cultured in a myogenic induction medium on GelMA, GelMA-PSS, and TCP for 1–3 days (for GelMA, *n* = 203, 184, 286 at day 1,2,3; for GelMA-PSS, *n* = 405, 267, 273 at day 1,2,3; for TCP, *n* = 281, 523, 341, respectively). Data are presented as the mean ± SD, * *p* < 0.05; ** *p* < 0.01; ns, not significant.

**Figure 4:**
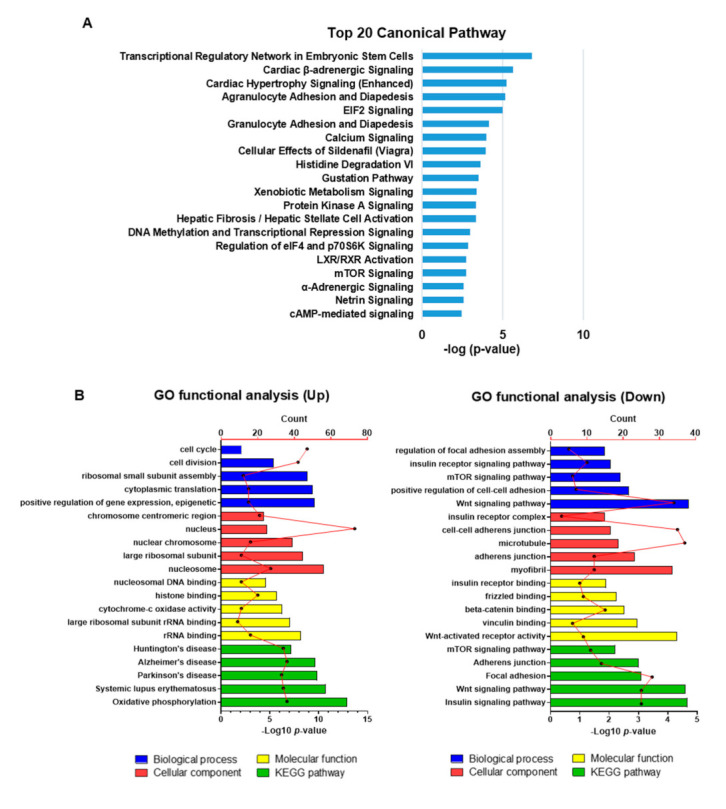
Transcriptome analysis. (**A**) Top 20 canonical pathways commonly enriched in cells cultured on GelMA-PSS. (**B**) Top 5 significantly enriched GO terms functional analysis data based on differentially expressed genes (DEGs) in cells cultured on GelMA-PSS compared to GelMA and TCP. Biological process (Blue), cellular component (red), molecular function (yellow), and KEGG pathways (green).

**Figure 5:**
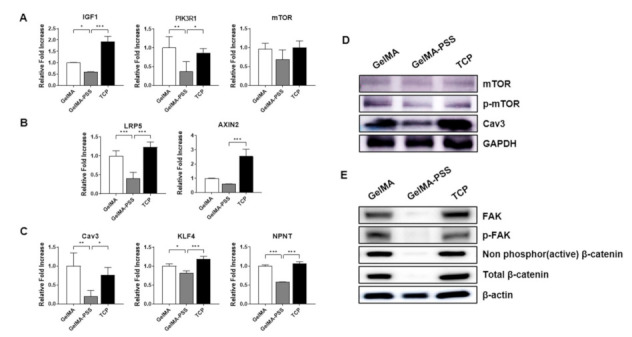
Validation of RNA-seq data via qPCR and Western blot analyses. Gene and protein expression profiles of cells cultured in a myogenic induction medium on GelMA, GelMA-PSS, and TCP for 2 days; (**A**) insulin/PI3K/mTOR signaling pathway, (**B**) Wnt signaling pathway, (**C**) myotube fusion-related markers. Data are presented as the mean ± SD, * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; ns, not significant. (**D**) mTOR phosphorylation and Cav protein expression, (**E**) phosphorylated FAK and active β-catenin protein expression.

**Figure 6:**
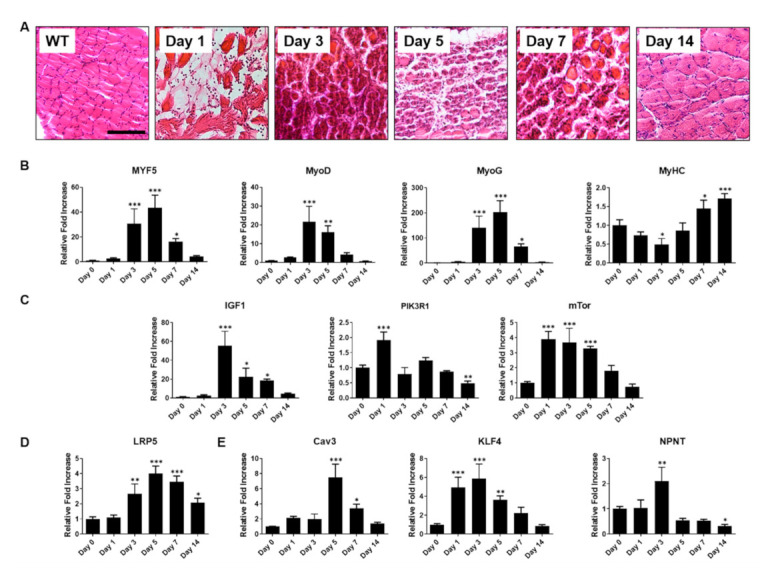
Barium chloride (BaCl_2_)-induced muscle injury model. (**A**) Histological evaluation of barium chloride (BaCl_2_)-injured TA muscles using H&E staining. Scale bar = 100 µm. Gene expression profiles of (**B**) myogenic markers during muscle regeneration, (**C**) insulin/PI3K/mTOR signaling pathways, (**D**) Wnt signaling pathway, (**E**) myotube fusion-related markers. Data are presented as the mean ± SD, * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001 of six biological replicates for each time point.

**Table 1:** Top diseases and cellular functions significantly changed in cells cultured on GelMA-PSS hydrogels, when compared to those cultured on TCP and GelMA. Diseases and biofunctions are sorted by the activation of z-score (z-score of >2).

Diseases or Biofunctions Annotation	*p*-Value	Activation z-Score	# Molecules
Motor dysfunction or movement disorder	0.00191	3.848	91
Apoptosis	0.00686	2.865	255
Formation of muscle cells	0.000459	−3.162	27
Quantity of muscle	0.000396	−3.148	28
Cell–cell contact	1.32 × 10^−10^	−3.123	105
Quantity of muscle cells	0.00239	−3.119	24
Assembly of intercellular junctions	0.0000109	−3.05	44
Formation of intercellular junctions	0.00000317	−2.936	47
Aggregation of cells	0.00116	−2.84	38
Formation of myofibrils	0.00716	−2.646	11
Quantity of striated muscle	0.00242	−2.578	15
Contractility of muscle	0.000398	−2.324	36
Microtubule dynamics	0.001	−2.098	138

**Table 2:** List of primers used for quantitative PCR.

Gene	Primer Sequence (5’ to 3’)
*B2M*	F-ACCGGCCTGTATGCTATCCAG
	R-AATGTGAGGCGGGTGGAACTG
*Myf5*	F-CTGCTGTTCTTTCGGGACCA
	R-TATTACAGCCTGCCGGGACA
*MyoG*	F-CCTACAGACGCCCACAATC
	R-CCCAGGCTGACAGACAATC
*MyHC*	F-ACGCCATCAGGCTCAAGAAGAAGA
	R-TGAGTGTCCTTGAGGATGCCTTGT
*MyoD*	F-CCGCCTGAGCAAAGTGAATG
	R-GCGGTCCAGGTGCGTAGAA
*Klf4*	F-GCCAACTACCCTCCTTTCCTG
	R-TCTTTGGCTTGGGCTCCTC
*Npnt*	F-GGCCAAACAAGTGCAAATGTC
	R-GGTGGAAGGACTCATCTTGGTT
*Ccl5*	F-GCTGCTTTGCCTACCTCTCC
	R-TCGAGTGACAAACACGACTGC
*Cxcl1*	F-CTGGGATTCACCTCAAGAACATC
	R-CAGGGTCAAGGCAAGCCTC
*Igf1*	F-TCTCACTGAAGCCAGCTCTCT
	R-CAGGCCCAGAAGCATGACA
*Pik3r1*	F-ACACCACGGTTTGGACTATGG
	R-GGCTACAGTAGTGGGCTTGG
*mTOR*	F-ACCGGCACACATTTGAAGAAG
	R-CTCGTTGAGGATCAGCAAGG
*Cav3*	F-GGATCTGGAAGCTCGGATCAT
	R-TCCGCAATCACGTCTTCAAAAT
*Lrp5*	F-GAAAGCACAATGGGTCCTCCA
	R-CTGACGCCTGTTCCACTTCT
*Axin2*	F-TGACTCTCCTTCCAGATCCCA
	R-TGCCCACACTAGGCTGACA

## Data Availability

The RNA sequencing datasets generated for this study can be found in the NCBI Gene Expression Omnibus (GSE165480).

## Abbreviations

ANOVA	analysis of variance
APS	ammonium persulfate
bFGF	basic fibroblast growth factor
BP	biological process
BSA	bovine serum albumin
CC	cellular component
DEG	differentially expressed gene
DW	distilled water
FAK	focal adhesion kinase
FITC	fluorescein isothiocyanate
FPKM	fragments per kilobase of transcript per million mapped reads
FTIR	Fourier transform infrared spectroscopy
GelMA	methacrylated gelatin
GO	gene ontology
HPSCs	human pluripotent stem cells
HSPG	heparan sulfate proteoglycans
IPA	Ingenuity Pathway Analysis
IRS1	insulin receptor substrate 1
KEGG	Kyoto Encyclopedia of Genes and Genomes
MAPK	mitogen-activated extracellular regulated signaling kinase
MF	molecular function
mTOR	mechanistic target of rapamycin
Myf5	myogenic factor 5
MyHC	myosin heavy chain
MyoG	myogenin
NMR	nuclear magnetic resonance
OXPHOS	oxidative phosphorylation
PBS	phosphate buffered saline
PFA	paraformaldehyde
PSS	poly(sodium-4-styrenesulfonate)
PVDF	polyvinylidene fluoride
SDS	sodium dodecyl sulfate
skMSC	skeletal muscle stem cell
TA	tibialis anterior
TBS	tris-buffered saline
TCP	tissue culture plate
TEMED	*N,N,N′,N′*-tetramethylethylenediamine

How the deposited data were processed for this re-analysis (not part of the article)

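RNA-seq libraries of c2c12 mouse myoblasts kept for 2 days in myogenic induction medium on TCP, GelMA and GelMA-PSS were analysed, with 1 library per substrate. The authors deposited raw counts per gene symbol for each library, made from 101 bp strand-specific paired-end reads. The paper's text does not name their aligner, counting tool, genome build or annotation. The methods describe differentially expressed genes from FPKM values, which were not used here, so CPM with TMM factors took the place of FPKM. The substrates were assigned from the sample labels and the paper.

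The files list 23282 lines, with 35 symbols given more than once. Lines that share a symbol were summed, which left 23238 symbols. The total counts were 119799095 for TCP, 87071144 for GelMA and 192171443 for GelMA-PSS, so that 3 counts, the smallest value treated as detected, correspond to a CPM of 0.0246, 0.0330 and 0.0166. TMM factors were 1.02, 1.04 and 0.943, computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and checked against calcNormFactors of edgeR 4.0.16. Single-gene intervals are Wilson intervals at 95% from scipy 1.17.1 and cover counting error only. These intervals and the counting errors of the named genes are too narrow if both reads of a pair were counted, which is not known. The most abundant 100 genes took 22.4%, 22.2% and 24.5% of the counts.

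Genes with a CPM of 1 or more in at least 1 library were tested, and ratios were taken on log2(CPM + 1). A gene was called changed in GelMA-PSS when it passed 2-fold in the same direction against both controls. Because no substrate has a second library, no p-value was computed, and the difference between GelMA and TCP serves as the yardstick. The gene sets were written by hand before the data were examined, from the pathways and functions the paper names, and are not the IPA, GO or KEGG lists. A set was described by the percentile of its median among 10000 random lists matched on mean expression in 20 bins, and called apart beyond percentiles 2.5 and 97.5. The text names every gene the paper names, the 5 largest increases and the 5 largest decreases against the nearer control among the genes past the threshold against both, and up to 3 members of each set with the largest change in the paper's direction, apart from a result that is not reported here. Other genes, such as those on chromosome 10, were named after their values were seen.

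Transcript length and GC content came from GENCODE vM21 (GRCm38), with 1 transcript per gene chosen by the longest coding sequence, with transcripts of the basic set preferred. Symbols were matched directly for 22197 genes and through older symbols for 650, and 391 were not matched. The correction for length and GC content subtracted 2 successive loess fits with a span of 0.3 (statsmodels 0.14.6) from each log2 ratio. For random lists matched on length, genes were divided into 10 by 10 bins of expression and length and drawn from genes outside the set. The Reactome sets are those shipped with fgsea 1.28.0, and the topics of some differ from the hand-written lists. Integrin cell surface interactions stood for focal adhesion, cell-cell junction organization for adherens junction, and myogenesis for myoblast fusion. Mitotic G1-G1 S phases stood for S phase, mitotic prometaphase for G2 and M phase, and eukaryotic translation elongation for ribosomal proteins. Alternatives covered the fold threshold, the pseudocount, the filter, the scaling, the control used, the gene sets, and the corrections for length and GC content.

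The procedure was tested on simulated data. Counts were drawn from a Poisson distribution with the mean shares of the real genes and the real library totals, and 200 genes were changed 4-fold in the simulated GelMA-PSS library. Of these, 100% were recovered among 12896 genes tested, and 0 unchanged genes were called. The changed genes were drawn only from genes with a mean CPM above the filter, so recovery close to the filter was not tested. A simulated dependence on transcript length gave a Spearman's rho of -0.99 and 128 calls, and after the correction 0.15 and 1. It held no changed genes, so it cannot show whether the correction also removes real changes. In unchanged simulated data, 9 of 200 random lists lay beyond the percentile limits. The simulation holds no biological variation between cultures. The qPCR, Western blot and in vivo experiments were not analysed here.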

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

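The results in this part lie outside those the paper discusses. The tests of the changes on chromosome 10, of Ccl5 and Cxcl1, of the MHC class I genes and of the length correction of the largest changes were chosen only after the results were seen, as were the limits of the stretch on chromosome 10. With 1 library per substrate, none of these differences has a replicate check, and a difference between cultures of the same substrate was not tested.

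On chromosome 10 of GRCm38, a stretch of neighbouring genes was higher in GelMA-PSS. With genes placed in order along the chromosomes and ratios corrected for transcript length and GC content, the highest median of any 10 neighbouring expressed genes, from Grin3b to Dos, was a log2 ratio of 1.14 against the mean of the controls, and 0 of 1000 random gene orders had a window as high, so chance placement was not borne out. Joining such windows gave 33 genes from Med16 to Mbd3, from 79894708 to 80399550. Of these, 26 were higher than in both controls, which follows in part from how the windows were picked. The controls also differed in this stretch, with a median corrected log2 ratio of -0.20 for GelMA against TCP. The order GelMA-PSS above TCP above GelMA held for 24 of the 33 genes, against 22.7% of genes elsewhere. Apc2 had a CPM of 105 on GelMA-PSS, 34.5 on TCP and 16.3 on GelMA, and Hmha1 had 176, 54.7 and 21.0. A change in copy number shared by all these genes would move them by a single factor, but their corrected log2 ratios had a standard deviation of 0.874, against 0.398 for genes elsewhere, and ran from -0.20 in Arid3a to 2.88 in Apc2. The median over the whole stretch was 0.534 with the correction for length and GC content, 0.795 without it, and 0.791 without it and with median-of-ratios scaling. A difference in the cell population of the cultures, such as a subclone with a rearrangement near these genes, was not tested, and the pattern cannot be told apart from it.

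Ccl5 and Cxcl1 have primers in Table 2, but the paper reports no value for them. Cxcl1 had 179 counts on TCP, 869 on GelMA and 3300 on GelMA-PSS, a log2 ratio of 1.91 against the mean of the controls, and much of its rise over TCP was already present on GelMA. Ccl5 had 6, 33 and 249 counts in the same order and a log2 ratio of 0.99. Both have short transcripts. After the correction for length and GC content the log2 ratio was 1.34 for Cxcl1 and 0.38 for Ccl5, and against GelMA alone the log2 ratios went from 0.86 to 0.24 and from 0.80 to 0.17. Length bias therefore does not account for the difference of Cxcl1 from TCP, but its rise over GelMA cannot be told apart from it. The ratio of Ccl5 is shrunk by the pseudocount, because its CPM was 0.363 on GelMA and 1.37 on GelMA-PSS. With a pseudocount of 0.1 its log2 ratio against the mean of the controls was 2.49, so the corrected values do not show that length accounts for its rise. An interferon response, for which the test is given among the other observations, may be linked to these genes: the corrected median of a list of interferon-stimulated genes lay at percentile 99.9.

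The largest increases against both controls were in Serpinb6e (log2 ratio 5.51 against the mean of the controls), Serpinb6c (5.09), Scd4 (3.92), 2410017I17Rik (3.43) and Gm8909 (2.69). Transcript length does not fully account for them, since after the correction their log2 ratios ran from 2.45 in Gm8909 to 5.07 in Serpinb6e. If reads of Serpinb6a or Serpinb6b had been assigned to Serpinb6c and Serpinb6e, the summed counts of the 5 genes from Serpinb6a to Serpinb6e would be little changed, but they had a log2 ratio of 1.14, and Serpinb6a alone had 0.99. A rise of Serpinb6a with some of its reads counted on its paralogs is a case this sum cannot exclude. For Scd4, the summed CPM of Scd1, Scd2 and Scd3 changed by -335, more than the 43.5 that Scd4 gained, so that its increase cannot be told apart from reads shared with its paralogs. This sum is dominated by Scd1 and Scd2, with log2 ratios of -0.30 and -0.37, whereas Scd3 rose along with Scd4, with a log2 ratio of 1.63. 2410017I17Rik and Gm8909 lie on chromosome 17 at 36145018 and 36164443. Had they taken reads from neighbouring MHC class I genes that were otherwise unchanged, those genes would be lower, but the median log2 ratio of 17 other expressed H2-K, H2-D, H2-Q and H2-T genes was 0.96. Of those with a transcript length, 2 of 14 fell below 0 with TPM, which shifts all genes down. If the MHC class I genes themselves rose, some of their reads could be counted on 2410017I17Rik and Gm8909, which this median cannot exclude.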

How the results depend on the processing

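Alternatives were chosen before the data were examined, apart from CPM without TMM factors, RPKM with and without TMM factors, thinning every library to the smallest total, leaving out the 100 genes of highest count, and values relative to Gapdh, which were chosen after seeing the data. No paired analysis was possible because each substrate has 1 library.

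The numbers of genes higher and lower in GelMA-PSS than in both controls, 180 and 153, and the 132 genes that differed between GelMA and TCP, stayed within 1.5 times without a filter, with a filter on the mean of the libraries, with median-of-ratios scaling, after thinning and without the most abundant genes. With a 1.5-fold threshold they were 1064, 946 and 740. A pseudocount of 0.1 gave 294 lower genes and 319 between the controls. The scaling changed the balance of calls. TPM gave 30 higher and 626 lower, so that 4.57% of the calls were higher in place of 54.1%, and shifted the median log2 ratio of all genes by -0.38. CPM without TMM factors gave 97 and 261 (27.1% higher, a shift of -0.12), RPKM with TMM factors 168 and 64 (72.4% higher), with 72 between the controls, and RPKM without TMM factors 91 and 103, with 73 between the controls. The length and GC correction gave 57 and 82 (41.0% higher). Against the mean of the controls 316 genes were higher and 294 lower, against GelMA alone 307 were lower, and against TCP alone 490 were higher and 412 lower. RPKM divides a gene by the same length in every library, so it leaves the ratios unchanged before the pseudocount is added. Calls with RPKM therefore differ from those with CPM and the same factors through the pseudocount, the filter and genes without a length. For the other scalings, the cause apart from transcript length was not tested.

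Among the gene sets, Wnt signaling, adherens junction, myofibril, ribosomal proteins and the G2 and M phases kept their direction and stayed beyond the percentile limits under every alternative planned for them. With random lists matched on length, mTOR signaling moved to percentile 19.0, insulin signaling to 9.87, focal adhesion to 12.2, myoblast fusion to 3.09 and oxidative phosphorylation to 93.2. With the length and GC correction, mTOR signaling moved to 12.4, insulin signaling to 6.49, focal adhesion to 43.9 and myoblast fusion to 10.3, whereas oxidative phosphorylation stayed beyond the limit at 97.7. With Reactome sets, mTOR signaling was at 30.4, insulin signaling at 11.6 and myoblast fusion at 21.5, and the cause was not tested. The Reactome sets used for focal adhesion (integrin cell surface interactions, 0.01), oxidative phosphorylation (100) and S phase (mitotic G1-G1 S phases, 100) stayed beyond the limits. These sets were run with lists matched on expression alone, so they do not show whether the result withstands matching on length. The Reactome set of Wnt signaling lay just beyond the limit at 2.14. Its median was -0.05, against -0.25 for the hand-written list. The S phase list was at 77.7 against GelMA alone, and with TPM its median was -0.16, which is 0.18 above the median of all genes. The histone genes, which were inside the limits at percentile 79.3, were beyond them without a filter (100) and against GelMA alone (99.95), and beyond the opposite limit against TCP alone (1.41) and with the correction (0.07). With lists matched on length they were on the lower side but inside the limits (4.10). No Reactome set was used for them.

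Of the named genes, 67 stayed within their 95% counting error with median-of-ratios scaling and 50 with a pseudocount of 0.1. With the length and GC correction, 59 moved by more and kept their sign, and Ptk2 (0.0731) and Myog (-0.20) changed sign. Values relative to Gapdh were computed only for the 10 genes with a qPCR value, and among these Lrp5 (-0.65) and Myog (-0.59) changed sign. This scaling lowers the log2 ratio of each gene by that of Gapdh, 0.66. Axin2, Dmd, Fgf2, Ccl5, Serpinb6e, Serpinb6c, 2410017I17Rik and Hist1h4i had a CPM under 1 in at least 1 library, where the pseudocount shrinks a ratio most.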

Differences from the paper's values

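The paper's values in this part are ratios of qPCR bars, read by eye, and their error bars were not used. The values they are set beside are ratios of TMM-scaled CPM + 1 from 1 library per substrate. Of the alternatives set before the data were examined, 3 were run on these ratios, the pseudocount of 0.1, median-of-ratios scaling and the length and GC correction. Values relative to Gapdh were added after seeing the data.

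For Cav3, expression on GelMA-PSS relative to GelMA was 0.876 here and about 0.2 in Fig. 5C, the paper's value read by eye. None of these 3 alternatives closed this gap, and neither did the values relative to Gapdh (0.577). Relative to TCP it was 0.591, against the paper's value of about 0.26 in Fig. 5C. None of the 3 alternatives closed it, but the value relative to Gapdh, chosen after seeing the values, was 0.361. For Igf1 relative to TCP the value was 0.697, against the paper's value of about 0.32 in Fig. 5A. None of the 3 came within 1.5 times, and the value relative to Gapdh, chosen after seeing the values, was 0.425.

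For Lrp5 the value was 0.804 relative to GelMA, against the paper's about 0.4 in Fig. 5B, and 1.25 relative to TCP, against the paper's about 0.33 in Fig. 5B. None of the 3 alternatives closed either gap. Relative to Gapdh, chosen after seeing the values, the ratio to GelMA was 0.530, which is within 1.5 times, and the ratio to TCP was 0.763, which is not. For Axin2 relative to TCP the value was 0.453, against the paper's about 0.24 in Fig. 5B. With a pseudocount of 0.1 it was 0.311 and relative to Gapdh, chosen after seeing the values, 0.277, both within 1.5 times, whereas median-of-ratios scaling (0.452) and the length and GC correction (0.513) left the gap. For Myog on day 2 relative to TCP the value was 0.942, against the paper's about 0.62 in Fig. 3A. The length and GC correction (0.803) and the value relative to Gapdh (0.575), the latter chosen after seeing the values, fell within 1.5 times, and the pseudocount of 0.1 and median-of-ratios scaling did not.

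Values relative to Gapdh also moved other genes away from the paper's values, since this scaling lowers each gene by the same factor. Without it the ratios of these genes were within 1.5 times of the paper's. With it, Mtor was 0.375 relative to GelMA and 0.371 relative to TCP, against the paper's about 0.72 and about 0.69 in Fig. 5A. Pik3r1 relative to TCP was 0.277, against the paper's about 0.44 in Fig. 5A, and Npnt relative to TCP was 0.337, against the paper's about 0.53 in Fig. 5C. The length and GC correction likewise moved Pik3r1 relative to GelMA to 0.637, against the paper's about 0.37 in Fig. 5A, and Myh1 to 0.652, against the paper's about 0.38 for MyHC in Fig. 3A. All these values of the paper were read by eye.

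In direction, the paper shows Klf4 lower on GelMA-PSS than on both controls by qPCR, whereas its log2 ratio against GelMA was 0.09 here. MyoG is shown lower than on GelMA on day 2, and its log2 ratio was 0.21. LRP5 is shown lower than on TCP, and its log2 ratio was 0.32. With values relative to Gapdh, which were chosen after seeing the data, all 3 were lower, at ratios of 0.700, 0.763 and 0.763. For MyoG the length and GC correction also gave a lower value than on GelMA (0.942). The paper lists the nucleosome among the terms higher on GelMA-PSS, and the histone genes had a median log2 ratio of 0.27 against GelMA, in that direction, and of -0.23 against TCP, in the other.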

Other observations

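The tests of Gapdh and of the printed primers were chosen only after their results were seen, as was the way the test of transcript length was judged. No difference here has a replicate check.

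Of the sets drawn from terms the paper lists as higher in GelMA-PSS, oxidative phosphorylation, ribosomal proteins and histones hold short transcripts, while both cell cycle lists have median lengths slightly above that of all genes. Of the sets listed as lower, all but the myofibril hold long transcripts. Across genes, the log2 ratio against the mean of the controls followed transcript length with a Spearman's rho of -0.59, and a loess fit on length took up 33.6% of its variance. For GelMA against TCP the fit took up 4.07%. GC content had a rho of -0.0192 and does not account for the pattern. Matching the random lists on length brought mTOR signaling, insulin signaling, focal adhesion, myoblast fusion and oxidative phosphorylation inside the percentile limits, while Wnt signaling, adherens junction, myofibril, ribosomal proteins and both cell cycle lists stayed beyond them. A difference in RNA integrity or fragment size of the GelMA-PSS library is a candidate explanation for the first group, since both could favour short transcripts. A regulated difference between short and long transcripts could give the same rho, and counts per gene cannot tell these apart.

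The number of genes past the 2-fold threshold in GelMA-PSS, 333 in both directions together, was not due to its larger total of counts. With every library thinned to the smallest total, 339 genes passed, and with the 100 most abundant genes left out 346. The TCP library, set against the 2 others in the same way, gave 88 genes and the GelMA library fewer. Without a correction for length, a difference of this size was thus not seen for either control. With the length and GC correction, 57 genes were higher and 82 lower in GelMA-PSS than in both controls, and 119 differed between GelMA and TCP. The TCP and GelMA libraries were not each set against the 2 others with this correction. Without a second library per substrate, a culture or library effect confined to GelMA-PSS cannot be told apart from an effect of the substrate.

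Histone genes of the clusters lay inside the percentile limits against the mean of the controls. Other RNAs without a poly(A) tail, among them snoRNAs, had a median log2 ratio of 0.53 over 92 genes, on the same side. Most of these RNAs are short, their ratios were not corrected for length, and the 45S ribosomal precursor among them was lower, with a log2 ratio of -1.29 against TCP. The S phase list lay at percentile 98.4, also on the same side. Carry-over of such RNAs and more cells in S phase would each raise the histone genes, but after the length and GC correction these lay at percentile 0.07, with lists matched on length at 4.10 and against TCP alone at 1.41, all on the lower side. Neither explanation gives that direction, and whether the histone genes differ is not settled.

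Several groups of genes linked to innate immunity were higher in GelMA-PSS, among them Ccl5, Cxcl1, MHC class I genes, and windows of neighbouring genes with the Ly6 cluster on chromosome 15 (median corrected log2 ratio 0.92) and the Ifi200 cluster on chromosome 1 (0.61). Ly6 genes and the Ifi200 and H2 genes are families of close copies that could share reads. A list of 67 interferon-stimulated genes without these families was written before its values were seen. Its 44 expressed genes had a median log2 ratio of 0.20, 0.16 after the length and GC correction, at percentile 99.9, and 25 of them were higher than in both controls. A list of NF-kB targets lay at percentile 96.6, inside the limits. RNA from white blood cells was not borne out, since 2 of 24 leukocyte markers reached a CPM of 1 in GelMA-PSS and exceeded both controls. With TPM the median of the interferon-stimulated genes was -0.14, which is 0.20 above the median of all genes. A weak interferon response on GelMA-PSS is thus only a hypothesis, which was found and tested on the same libraries.

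The qPCR values of the paper are normalized to GAPDH. In the RNA-seq libraries Gapdh was higher in GelMA-PSS, at a CPM of 8034, against 5291 on GelMA and 4903 on TCP, a log2 ratio of 0.60 and 0.71. Its transcript is short, with 1273 bases, and after the length and GC correction the log2 ratio against the mean of the controls was 0.327. This is just under 0.5 times the uncorrected 0.66, the limit chosen for this test, so that length bias and a change of Gapdh cannot be told apart. If Gapdh itself rose, values relative to it would be lowered for every gene. Table 2 prints primers for B2m but none for GAPDH. B2m had a log2 ratio of 0.77, or 0.11 after the correction, and Actb had 0.53, or 0.32.

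The primers printed for Igf1 and Lrp5 could be misprints of sequences in those genes, but the fewest mismatches of any of these 4 primers to a transcript of the gene it is named for was 6, and both pairs match other genes exactly. Ccl2, which holds the pair printed for Igf1, had 321 counts on TCP, 1172 on GelMA and 2171 on GelMA-PSS, from libraries of different size. Its log2 ratio was -0.10 against GelMA and 1.84 against TCP, so that it had the direction of Igf1 (-0.30) against GelMA and the opposite one (-0.52) against TCP. Nlrp5, which holds the pair printed for Lrp5, had 4 counts on GelMA and 0 in each of the other libraries. Which primers were used in the experiment was not tested.

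Myogenic markers that the paper measured by qPCR or Western blot had these RNA-seq values on day 2. Myf5 was higher in GelMA-PSS, with log2 ratios of 0.87 against GelMA and 1.33 against TCP, and Myod1 had 0.19 and 0.34. Des, the gene of desmin, had 0.14 and -0.06. The myosin heavy chain genes Myh1, Myh2, Myh3, Myh4, Myh7 and Myh8 were lower than in both controls, with log2 ratios against the mean of the controls from -2.10 in Myh4 to -1.41 in Myh3, and each of those tested was below 0 under every scaling run. Of the genes named in the discussion, Irs1 had -0.64 and Lrp6 -0.79, which became -0.02 and -0.20 after the length and GC correction. Klf2 had 0.44 and Itgb1 -0.07, or 0.35 and -0.06 with the correction. Malat1 and the 45S ribosomal precursor Rn45s were lower in GelMA-PSS, with log2 ratios of -2.85 and -1.83 against GelMA. Malat1 and Rn45s were picked after their values were seen.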
